A study of Schizosaccharomyces pombe with 5 samples. Its data were reported in "mmi1 and rep2 mRNAs are novel RNA targets of the Mei2 RNA-binding protein during early meiosis in Schizosaccharomyces pombe" (2018).

How the data were processed

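CLIP-Seq was carried out on homothallic fission yeast carrying Mei2-TAP (2 libraries) or Msa1-TAP (2 libraries), and on untagged cells (1 library). Per the labels, cells were grown on rich medium at 30 °C and shifted to nitrogen-poor medium for 4 h, while the growth protocol names harvests at 4, 5 and 6 h. The labels give no temperature of starvation, and the methods of the study name other temperatures. Libraries were strand-specific, paired-end and amplified for 12 PCR cycles, and no molecular identifiers were described.

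The authors mapped read pairs with STAR to the ASM294v2 build, keeping concordant pairs and annotated junctions, sorted alignments with SAMtools, made coverage tracks with deepTools, which were not used here, and called wide peaks with HOMER findPeaks against the untagged library. Versions of these tools were not stated in the sources used here. The 2 peak lists were used as deposited. Per the file headers, the tag signal of each peak is scaled to 10000000 tags of the tagged library. The estimated counts of tags in a peak are the authors' unscaled values, in steps of 0.5 because each read of a pair counts as 0.5; 1 library of each pair is deposited on the scale of the other. The deposited fold is the ratio of tagged to untagged tags after scaling, and the lists hold values of 4 or higher. The deposited p-value is HOMER's Poisson value against the control, not adjusted. The deposited peak score and clonal ratio were not used for any comparison. Each list rests on 1 tagged library, so no test of replicates and no p-value of fold was computed. Copies of the lists filed with the series are identical and were not used.

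Library totals were recovered from the ratios of scaled to unscaled tags. As a check, 99 of the 99 Mei2 peaks with low scaled untagged values lay within 0.2 steps of a whole number of 0.5-tag steps. From the totals, raw tags of both libraries were obtained for each peak, and the 95% interval of the ratio was computed by the exact Clopper-Pearson method. Where the untagged library had 0.5 tags, the fold is given as a lower bound on a floor of 3 tags. Intervals and floors cover counting error only, since amplified reads are not independent molecules.

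Coordinates are those of the deposited lists. Genes came from the ASM294v3 annotation, which holds 12645 genes, and were compared with the lists before use: chromosome names were the same, 0 peaks lay past a chromosome end, and all 10 published CLIP-Seq targets lay under Mei2 peaks. Mitochondrial peaks were not assigned to genes. Every peak was deposited on the plus strand, so the lists carry no strand. Same-strand assignment had been chosen before the data were examined but could not be applied, and each peak was assigned to the gene with the longest overlap on either strand, with ties going to coding genes and then to the shorter gene. Of the Mei2 and Msa1 peaks, 76 and 75 lay over genes on both strands, for which the RNA cannot be told from the overlap. The tie rule adds to the low number of non-coding RNAs.

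The comparisons, tests, gene lists, naming rule and the other settings were set before the data were examined, when the paper's text and the first lines of its supplementary peak tables had been seen. Peaks were shared when they overlapped by 1 nt, and chance was estimated from 10000 placements of each Mei2 peak on a random gene of the same class. Shared genes used Fisher's exact test with a background of the 12313 genes at least as long as the shortest peak. The shared control was examined by 1000 simulations of unchanged libraries. The counting interval of the highest ratio of carry-over came from 10000 gamma draws of each count. The Msa1-TAP tags of a shared peak were compared with a negative binomial background from its untagged tags plus the most tags carried over at the upper end of that interval, with p multiplied by 125913 windows of the genome. Gene lists used Fisher's exact test with Benjamini-Hochberg adjustment: Mmi1-silenced meiotic transcripts, meiotic recombination, mating and pheromone response, MBF and its targets, nuclear RNA surveillance, cytosolic ribosomal proteins, translation factors, glycolysis, heat shock, histones, nitrogen starvation, cell wall, ubiquitin, Tf2 retrotransposons, mitochondrially encoded genes and the annotated classes (rRNA, tRNA, snRNA, snoRNA, ncRNA, coding, pseudogene). The study's own targets, bait and control genes were counted without a test as lists, but some of the targets are members of tested lists. Position was that of the midpoint of the part of a peak inside its assigned gene, and was tested with 100000 uniform placements of that part in the gene, without peaks at least as long as the gene, and the difference between lists by 100000 exchanges of peaks. Motifs per kb were compared with 10000 sets of windows in the same genes, from the part of each peak inside its assigned gene and without genes wholly covered, which leaves out the meiRNA peak of Mei2. Motifs over whole peaks, and under shared and unshared peaks, were counted with meiRNA read on the sme2 strand.

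Genes named in the text are the 12 peaks of each list with the lowest p-value, peaks on the study's targets, bait and control genes, up to 4 members of each gene list by p-value, the 12 unshared Mei2 peaks and the 8 shared peaks with the lowest p-value. Alternatives were a fold of at least 8 with p of at most 1e-10, mitochondrial or structural RNA peaks left out, overlap of 50% or within 500 nt, coding genes or genes of at least 1000 nt as background, coding genes only, the 5′ end of the peak, the first 33.3% of the gene, any base at the second motif position, and windows in random coding genes. Further alternatives, chosen after seeing the data, were another gene preference, every overlapping gene, peaks over 1 strand or outside meiRNA only, and midpoints of whole peaks inside the gene.

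Each test was tried on simulated data, with 400 simulations of 120 peaks. With no effect, the shares past p of 0.05 were 4.75% for position, 2.75% for overlap, 4.00% for motifs and 4.25% for gene lists. Simulated effects were found in 100% of each. They were a 5′ preference added to 40% of peaks, 8 shared peaks, 40% of windows on a motif, and 10 targets added to a list. Smaller effects were not simulated, so the power to find them is not known. The difference in position gave 7.50% with no effect and found a simulated effect in 77.75%. The simulations had been raised from 100 to 400 because that null share was high in the first run, and as it stayed above 5%, 3000 further simulations with uniform positions were added, which gave 4.83%. The ratio interval held the true value in 95.7% of 1000 simulations. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.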

Results

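RNAs crosslinked to the TAP-tagged RNA-binding proteins Mei2 and Msa1 were recovered from fission yeast cells starved of nitrogen to enter meiosis, and were sequenced after UV crosslinking and immunoprecipitation (CLIP-Seq). The 5 libraries comprised 2 of Mei2-TAP, 2 of Msa1-TAP and 1 of untagged cells, which gave the background. The values reported here come from 1 peak list for Mei2-TAP and 1 for Msa1-TAP, each made from 1 tagged library against the untagged library. Lists of the replicate libraries were not analysed here, so no value has a replicate check. The tag totals recovered from the lists were 194019 for Mei2-TAP, 359919 for Msa1-TAP and 252542 for the untagged library. Folds, scores and p-values of single peaks are the authors' own and are compared only within a list. Intervals are 95% intervals of the ratio of tagged to untagged tags, and cover counting error only.

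The first comparison asked which RNAs were recovered with Mei2, the RNA-binding protein that switches cells to meiosis. The peak with the most tags, 5277.5, was at meiRNA, the long non-coding RNA of the sme2 locus, and held 86.4-fold more tags than the untagged library (69.3 to 109). A 16.0-fold peak (7.24 to 42.9) lay over the 5′ UTR of mmi1, which encodes the YTH-family protein that removes meiotic transcripts in growing cells, and over SPNCRNA.6803 on the other strand. A 5.88-fold peak (3.41 to 10.7) lay over the 5′ UTR of rep2, which encodes a transcriptional activator subunit of the MBF complex that drives S-phase genes, and over SPNCRNA.5319 and SPNCRNA.5320. The lists carry no strand, so which of these RNAs was recovered is not known. A 7.34-fold peak (5.38 to 10.2) lay over nearly the whole length of tif51, encoding the translation factor eIF5A, and over SPNCRNA.964 on the same strand.

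The Mei2 list held 128 peaks, 51 on chromosome I, 48 on chromosome II, 29 on chromosome III and 0 on the mitochondrial genome. They were assigned to 117 genes, of which 100 were coding, with 111 peaks on coding genes, 15 on non-coding RNAs and 2 on snoRNAs. Of the 128 peaks, 76 lay over genes on both strands, and for these the gene named here gives the place and not the RNA. The fold over untagged ran from 4.01 to 108, with a median of 5.86. Most peaks were shallow: the median was 13.25 tags in Mei2-TAP and 3 in the untagged library, and 59 peaks rested on fewer than 3 untagged tags. The counting interval of the ratio lay wholly above 2 in 47 peaks and above 4 in 8.

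The meiRNA peak spanned chromosome II 336229 to 339998 and held 79.5 untagged tags. It took 2.72% of all Mei2-TAP tags (Wilson interval 2.65 to 2.79). It overlapped the annotated sme2 gene by 653 nt at the 3′ side and continued downstream across the neighbouring aga1 gene. It did not reach the annotated short form, sme2-S, at the 5′ side. The study described more CLIP-Seq reads at the 5′ end of meiRNA, so the called peak differs from that description. The study's coverage was not analysed here, and the difference was not resolved. Because aga1 had the longest overlap, the assignment rule gave this peak to aga1, and it is called the meiRNA peak here for the sme2 sequence that it also covers.

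**Figure D1:**
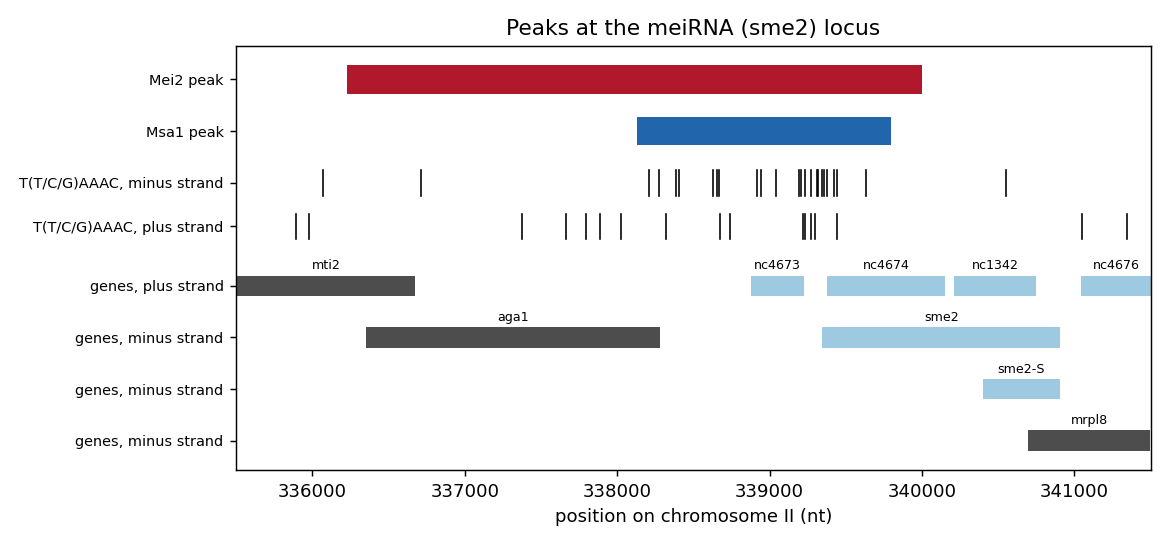
Map of the meiRNA locus on chromosome II, with position in nt on the horizontal axis. Bars show the Mei2 peak (336229 to 339998), the Msa1 peak (338132 to 339795) and annotated genes (dark, coding; light, non-coding), and ticks mark each T(T/C/G)AAAC motif on either strand; 23 of the minus-strand motifs lie within the Mei2 peak.

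Other strong Mei2 peaks lay on structured or non-coding RNAs. The poly(A)-bearing non-coding RNA prl53 had the most tags after meiRNA, 1426.5 against 463.5 untagged, but only a 4.01-fold excess (3.60 to 4.46). The snoRNA U14 gene snoU14 gave 4.29-fold (3.74 to 4.93), the peak over snu3 (U3) and the overlapping SPNCRNA.2435 gave 4.91-fold (3.55 to 6.90), and snR30 gave 4.65-fold (3.14 to 7.07). The peak over the non-coding RNA nc-tgp1, whose transcription interferes with the phosphate-regulated gene tgp1, and over SPNCRNA.4681 was 19.1-fold (10.115 to 40.7). The peak over SPACUNK4.17, a predicted dehydrogenase gene, and SPNCRNA.857 was 7.81-fold (5.83 to 10.6), and that over leu2, encoding an enzyme of leucine synthesis, and SPNCRNA.3999 was 6.46-fold (3.64 to 12.3).

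Each of the 10 genes of the published list of Mei2 CLIP-Seq targets lay under a Mei2 peak. That list was chosen on these samples and is not independent evidence. Besides sme2, mmi1, rep2, tif51 and SPACUNK4.17, it includes mug110, a meiosis-upregulated gene whose peak with SPNCRNA.6139 held 41.5 tags against 0.5 untagged tags, at least 18.01-fold on a floor of 3 tags; its deposited fold of 108 was the highest of the list and rests on those 0.5 tags. The ubc7 peak, on a ubiquitin-conjugating enzyme gene, was at least 9.33-fold above the same floor and had its midpoint in an intron. The rbd4 peak, on a rhomboid protease gene, was 15.1-fold (5.15 to 65.2) and was also centred in an intron. On the other strand, SPNCRNA.5398 lay under the ubc7 peak and SPNCRNA.4201 under the rbd4 peak, so the RNAs recovered are not known. The peak over SPAC11D3.01c and SPNCRNA.2052 was 4.32-fold (2.98 to 6.38). SPBP23A10.11c, a glucanase gene, had peaks of 5.08-fold (2.84 to 9.64) and, against 0.5 untagged tags, at least 5.21-fold. Of the 7 targets known only from the separate RIP-CHIP assay, 3 lay under a Mei2 peak, namely snoU14, aah1 with 4.63-fold (1.56 to 17.4), and SPBC32F12.07c, whose peak it shared with pch1 and which was at least 3.90-fold. No Mei2 peak lay over the 2 bait genes mei2 and msa1 or over the 3 control genes srp7, rec8 and mei4.

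Of 22 gene lists tested against all 12645 annotated genes, 5 passed an adjusted p of 0.05 for Mei2 (Fisher's exact test, two-sided, Benjamini-Hochberg). Mating and pheromone response held 3 of 26 members, namely fus1, cgs1 and prm1 (odds ratio 14.3, exact test, adjusted p = 0.0126). Their peaks were weak, with 7.16-fold for cgs1 (1.56 to 66.5), 5.73-fold for prm1 (1.39 to 39.2), and 8.24-fold (1.48 to 129) and at least 3.25-fold for the 2 peaks of the formin gene fus1. The MBF list held rep2 and res1, 2 of 15 (odds ratio 16.7, exact test, adjusted p = 0.0362), with res1 at 5.34-fold (1.95 to 18.2). Translation factors also held 2 of 15, tif51 and the eIF4G gene tif471 at 5.69-fold (2.77 to 13.0), with the same odds ratio and adjusted p. Both rep2 and tif51 are published targets chosen on these samples, and the gene lists were set after the paper's text had been seen. The MBF and translation factor results are therefore not independent evidence. Coding genes as a class held 100 of the 117 genes (odds ratio 8.79, exact test, adjusted p = 1.67e-22), and non-coding RNAs 15 (odds ratio 0.110, adjusted p = 7.26e-22). Against the 5113 coding genes with coding targets alone, 0 lists passed, 3 had an unadjusted p under 0.05, and the lowest adjusted p was 0.157, so the 3 functional lists did not stand out among coding genes. The class counts depend on the longest-overlap rule: 115 coding genes and 78 non-coding RNAs lay under Mei2 peaks, and with every overlapping gene counted, a setting chosen after seeing the data, the odds ratio of non-coding RNAs was 0.495 (exact test, adjusted p = 1.53e-05).

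The other lists did not pass for Mei2. Nuclear RNA surveillance held mmi1, and dis3 lay under a peak assigned to SPNCRNA.6374 (4.77-fold, 1.26 to 26.6). Cytosolic ribosomal proteins held 3 of 140 (exact test, adjusted p = 0.339), namely rpl2802, rpl301 and rps102. Cell wall remodelling held SPBP23A10.11c, ubiquitin and protein turnover held ubc7, and snoRNAs held snR30 and snoU14. No gene assigned a Mei2 peak belonged to the Mmi1-silenced transcripts, where sme2 lay under the meiRNA peak, or to meiotic recombination, glycolysis, heat shock, histones, nitrogen starvation, Tf2 retrotransposons, rRNAs, tRNAs, snRNAs or pseudogenes, and the Mei2 list had no mitochondrial peak.

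**Figure D2:**
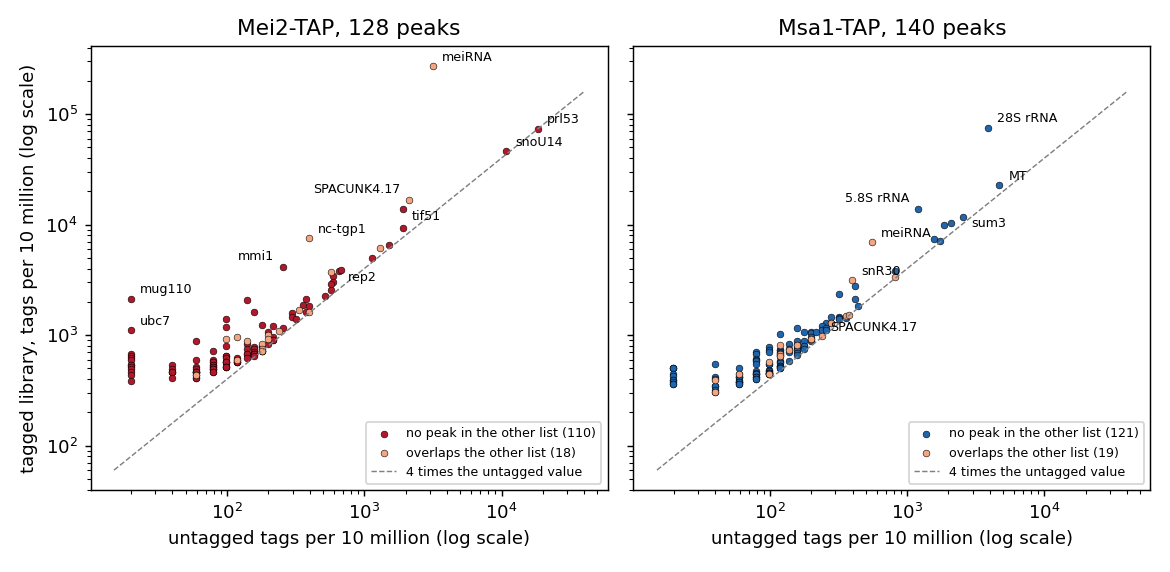
Tags in each peak, per 10000000 tags of the tagged library (vertical axis, log scale) against the untagged library (horizontal axis, log scale), for the 128 Mei2 peaks and the 140 Msa1 peaks. Pale points overlap a peak of the other list, the dashed line marks 4 times the untagged value, and the meiRNA peak stands at 272009 against 3148 in Mei2-TAP and at 6918 against 554 in Msa1-TAP.

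The second comparison asked which RNAs were recovered with Msa1, another RNA-binding protein. The study tagged it as a control for RNAs that come down with most such proteins. Ribosomal RNA and the mitochondrial genome supplied the deepest peaks. A 200 nt segment of the 28S rRNA (chromosome III 2444969 to 2445169) was recovered 19.3-fold (15.8 to 23.8), and a segment reaching into the 5.8S rRNA 11.4-fold (7.91 to 17.02). The meiRNA locus was recovered 12.5-fold (7.30 to 23.2), with 249 Msa1-TAP tags against 14 untagged tags over chromosome II 338132 to 339795. The Msa1 peak lay wholly inside the span of the Mei2 peak at this locus.

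The Msa1 list held 140 peaks, 60 on chromosome I, 51 on chromosome II, 26 on chromosome III and 3 on the mitochondrial genome. They were assigned to 133 genes, of which 109 were coding, with 111 peaks on coding genes, 21 on non-coding RNAs, 3 on rRNAs and 1 on a snoRNA. The 3 mitochondrial peaks were not assigned to genes, and 1 nuclear peak overlapped none. Genes on both strands lay under 75 peaks. The fold ran from 4.01 to 25.3 with a median of 5.37, the median untagged count was 3 tags, and 64 peaks rested on fewer than 3 untagged tags. Peaks took 2.68% of Msa1-TAP tags, against 5.72% for Mei2-TAP, and without meiRNA 2.61% against 2.999%. The interval of the ratio lay above 2 in 45 peaks and above 4 in 4.

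Among the Msa1 peaks on coding genes, that on sum3, which encodes a translation initiation helicase, gave 4.67-fold (3.58 to 6.17) in the 3′ UTR. The phosphate transporter gene pho841 gave 5.31-fold (3.91 to 7.37), SPBC725.03 gave 4.13-fold (2.99 to 5.83) in the 3′ UTR, and rrn6, encoding an RNA polymerase I transcription factor, gave 6.75-fold (3.57 to 14.2). The uba3 peak, on the NEDD8-activating enzyme gene, was 4.65-fold (2.91 to 7.81) and was centred in the 5′ UTR. It also lay over SPNCRNA.651 and SPNCRNA.2188, with genes on both strands, so the RNA recovered is not known. The snoRNA snR30 was recovered 7.93-fold (4.16 to 16.98). The mitochondrial peaks were 4.83-, 4.96- and 4.75-fold.

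Of the 22 gene lists, 3 passed for Msa1. Cytosolic ribosomal proteins held 6 of 140 members (odds ratio 4.36, exact test, adjusted p = 0.0264), with 7.44-fold for rpl3401 (2.09 to 47.3), 5.96-fold for rpl2301 (1.82 to 30.8) and 4.63-fold for rpl301 (1.80 to 15.2). Coding genes held 109 of the 133 genes (odds ratio 6.79, exact test, adjusted p = 1.23e-21), and non-coding RNAs 20 (odds ratio 0.133, adjusted p = 4.37e-22), while 130 coding genes and 83 non-coding RNAs lay under Msa1 peaks (odds ratio 0.463 for non-coding RNAs with every overlapping gene). With every overlapping gene, a setting chosen after seeing the data, the ribosomal protein list did not pass (exact test, adjusted p = 0.0785). The list of mitochondrially encoded genes, 1 of the 22, could hold none, since mitochondrial peaks were not assigned to genes. Against coding genes alone, 0 lists passed and 0 had an unadjusted p under 0.05. The 3 rRNA genes (18S at 5.33-fold, 2.10 to 17.4) gave an odds ratio of 6.25 and an adjusted p of 0.0811, and the rRNA repeats are near-identical copies whose tags cannot be told apart. The Mmi1-silenced list held sme2, translation factors held sum3, cell wall remodelling held gas5 with 8.77-fold (1.31 to 374), and snoRNAs held snR30, all with adjusted p of 0.483 or higher. No assigned gene belonged to the lists of recombination, mating, MBF, RNA surveillance, glycolysis, heat shock, histones, nitrogen starvation, ubiquitin, Tf2, tRNAs, snRNAs or pseudogenes. Of the published targets, sme2 and SPACUNK4.17 (4.09-fold, 1.70 to 11.9) lay under Msa1 peaks, as did aah1 of the 7 RIP-CHIP targets, and none of the bait or control genes did.

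The third comparison asked how far the peaks of Mei2 and Msa1 were the same. The study allowed that both proteins may have common targets, but put RNAs found with both down to non-specific interactions. Which of these holds was not tested here. Of 128 Mei2 peaks, 110 overlapped no called Msa1 peak. The 2 lists alone do not show that recovery with Msa1 differed there, since Msa1-TAP tags at Mei2 peaks are not in them. The study also called Mei2 peaks directly against Msa1-TAP, which was not analysed here. Its 10 targets, sme2 and SPACUNK4.17 among them, were in the top 20 of that comparison. Among those 110 were mmi1, rep2, tif51, mug110, rbd4, ubc7, prl53, snoU14, the peak over snu3, the peak over SPAC11D3.01c, pdh1 at 4.45-fold (2.91 to 7.02) and srk1, a stress-activated kinase gene, at 5.78-fold (3.38 to 10.4) in its 5′ UTR. The 18 shared Mei2 peaks, 14.1%, were led by meiRNA, SPACUNK4.17, nc-tgp1, snR30 and leu2, followed by the peak over SPNCRNA.6761 and SPCC794.04c at 4.98-fold (2.29 to 12.14), aim29 at 9.37-fold (2.51 to 61.2) and pst3, a histone deacetylase subunit gene, at 8.03-fold (2.35 to 42.4). The Msa1 peak that overlapped the Mei2 peak over SPNCRNA.6761 lay itself over no annotated gene.

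Random placements of the Mei2 peaks on genes of the same class overlapped Msa1 peaks 1.00 time on average and at most 7 times, so the observed 18 gave a one-sided p of 0.0001, the smallest that 10000 placements can give. By gene, 18 were shared against 1.24 for independent lists (odds ratio 19.5, Fisher's exact test, two-sided p = 2.49e-16). That count depends on the assignment, with 33 shared genes when every overlapping gene was counted and 0 (exact test, p = 1) among peaks of at least 8-fold with p of at most 1e-10, where the peaks at meiRNA were assigned to aga1 and to sme2. With coding genes as background 12 were shared (exact test, p = 1.05e-06), and with genes of at least 1000 nt 13 (exact test, p = 2.06e-08). Expression was not known, so the placement and gene tests include what abundance alone would give. Both lists used the same untagged library, and simulated unchanged libraries gave a mean of 0.352 of the 268 listed regions called in both at the pooled rate, or 0.251 at the untagged rate. A simulation limited to listed regions misses windows that could have been called elsewhere, so part of the excess may come from the shared control. Of 12 gene lists, 0 differed between the 99 genes assigned a peak of Mei2 alone and the 115 assigned a peak of Msa1 alone (Fisher's exact test). Of these tests, 0 had an unadjusted p under 0.05, and mating and pheromone response, with 3 against 0 genes, gave the lowest at 0.0974. By this assignment sme2 counted with Msa1 alone, and aga1 and SPNCRNA.6761 with Mei2 alone, although their peaks were shared.

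The fourth comparison asked where along its RNA each protein was recovered. Midpoints here are those of the part of a peak inside its assigned gene, and 5 Mei2 and 7 Msa1 peaks had the midpoint of the whole peak outside that gene. Peaks at least as long as their gene were left out, which were 3 for Mei2 (meiRNA, snoU14 and the peak over snu3) and 2 for Msa1 (meiRNA and the 5.8S rRNA). Midpoints of Mei2 peaks lay in the first 50% of the gene in 58 of 125 peaks, a share of 46.4% against 49.99% for uniform placement (95% of placements 40.8 to 58.4, two-sided permutation p = 0.474). Midpoints of Msa1 peaks lay there in 77 of 134 peaks, 57.5% (two-sided permutation p = 0.0841). With midpoints of whole peaks, where these lay inside the gene, a setting chosen after seeing the data, the shares were 47.1% of 121 Mei2 peaks (permutation p = 0.587) and 56.6% of 129 Msa1 peaks (permutation p = 0.157). The mmi1 and rep2 peaks had midpoints at 6.53% and 22.5% of the gene length, srk1 and the stronger peak of leu2 had theirs at 8.04% and 12.4%, and mmi1 had another peak in its coding sequence at 5.73-fold (3.23 to 10.8). Mean midpoints were 51.7% for Mei2 and 44.5% for Msa1 of the gene length, a difference of 7.20 points (two-sided permutation p = 0.0546) by a test that passed in 4.83% to 7.50% of simulations without a difference. In the first 33.3% of the gene lay 44.0% of Msa1 midpoints (two-sided permutation p = 0.00057) and 32.8% of Mei2 midpoints (permutation p = 0.425); with midpoints of whole peaks the shares were 42.6% (permutation p = 0.0309) and 33.9% (permutation p = 0.922).

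**Figure D3:**
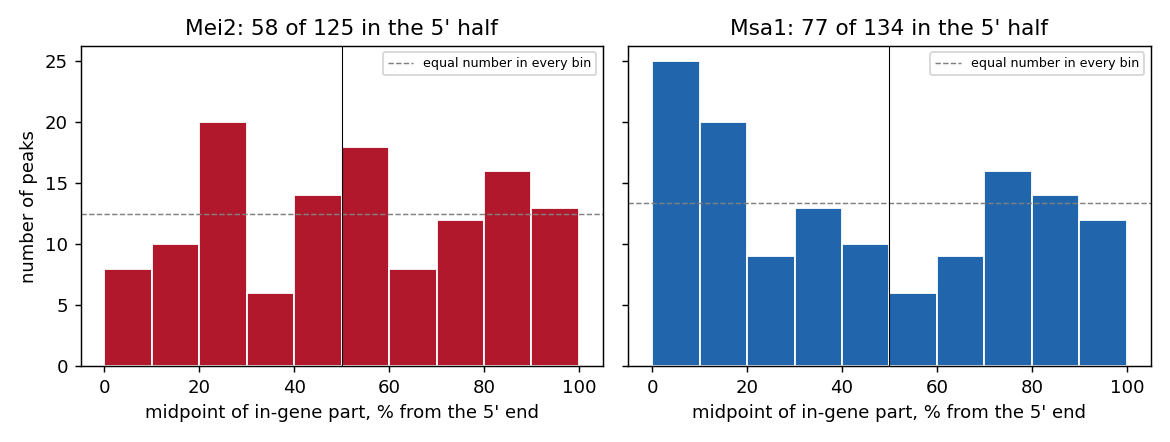
Number of peaks (vertical axis) by midpoint of the part inside the assigned gene, in percent of gene length from the 5′ end (horizontal axis), for Mei2 and Msa1. The vertical line marks the middle of the gene and the dashed line an equal number in every bin; 58 of 125 Mei2 and 77 of 134 Msa1 midpoints lie in the first 50%.

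On coding genes, 5′ UTRs held 6 of 111 Mei2 midpoints and 22 of 111 Msa1 midpoints (5.41% and 19.8%, Fisher's exact test, two-sided p = 0.0020, adjusted p = 0.0039 over 4 regions). Coding sequence held 90 and 68 (exact test, p = 0.0017, adjusted p = 0.0039), 3′ UTRs 11 and 19 (adjusted p = 0.225), and introns 4 and 2 (adjusted p = 0.683). These tests were chosen after the counts had been seen. The 5′ UTR difference had a p of 0.0020 with the coding gene preferred in assignment, 0.0044 where genes lay on 1 strand only, 0.0030 among peaks of 200 nt, and 0.0019 with midpoints of whole peaks inside the gene (6 of 108 and 21 of 107). The Mei2 peaks in 5′ UTRs lay on mmi1, rep2, srk1, aim29, cyr1 and rga3. Those of Msa1 included uba3, atg13, wsc1, zfs1 and lkh1, named after their values were seen.

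The fifth comparison asked whether peaks were rich in T(T/C/G)AAAC, the motif bound by Mmi1. The meiRNA peak of Mei2 held 23 motifs on the sme2 strand, and the smaller Msa1 peak held 22 of them in its span. The mmi1 gene held 9 and the annotated sme2 gene 7, so most of the 23 motifs in the Mei2 peak lay downstream of the annotated gene. The study cited 23 motifs for the 3′-extended meiotic form of meiRNA, more than the annotated span holds. The downstream motifs may therefore be part of that form. Across peaks, read on the strand of the assigned gene, Mei2 peaks held 1.46 motifs per kb against 1.29 for windows placed in the same genes (two-sided permutation p = 0.275). This test read only the part of a peak inside its assigned gene and left out genes wholly covered, so the meiRNA peak, assigned to aga1, was not among the 126 Mei2 peaks used. Over whole Mei2 peaks, with meiRNA read on the sme2 strand, there were 80 motifs, 1.90 per kb, or 1.49 per kb without meiRNA. Msa1 peaks held 1.18 per kb against 1.27 (permutation p = 0.660) with the meiRNA peak among the 136 used, 0.997 without it (permutation p = 0.156), and all coding genes 1.30. Over genes on both strands, the strand read may not be that of the RNA. With genes on 1 strand only, a setting chosen after seeing the data, 51 Mei2 peaks held 1.71 per kb against 1.22 (permutation p = 0.0778). In that setting 61 Msa1 peaks held 0.941 against 1.12 (permutation p = 0.539).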

Values the study reported

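The study reported 13 RNAs enriched with Mei2 by RIP-CHIP, a microarray assay of native immunoprecipitates, and 10 by CLIP-Seq, of which 6 were found by both. Its CLIP-Seq targets were those among the top 20 peaks by p-value against untagged cells and also against Msa1. It described about 60% of Mei2 targets as enriched in their 5′ regions. For the long meiotic form of meiRNA it cited 23 Mmi1 motifs. That count is over the transcript, which the annotated sme2 gene does not appear to hold in full. The Mei2 peak counted here covers sequence downstream of that gene, but not its 5′ part.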

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

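Alternatives with every overlapping gene, with another gene preference, with genes on 1 strand, without meiRNA and with midpoints of whole peaks were chosen after seeing the data. Of 78 alternatives for 12 results, 61 kept direction and side of the threshold or stayed within 1.5 times the count, 10 moved, 2 became stronger and 5 reversed. With a fold of at least 8 and p of at most 1e-10, 19 Mei2 and 11 Msa1 peaks remained by construction, with 1 shared peak (permutation p = 0.0119) and 0 shared genes, since the peaks at meiRNA were assigned to aga1 and to sme2. In that setting 2 gene lists passed for Mei2 and 1 for Msa1, midpoints in the first 50% of the gene were 61.1% for Mei2 (reversed, permutation p = 0.357) and 88.9% for Msa1 (stronger, p = 0.0221), and motifs per kb were 1.34 for Mei2 (reversed, p = 0.489) and 2.87 for Msa1 (reversed, p = 0.259). The cause was not tested. With coding genes as background, 0 lists passed for either protein, and with genes of at least 1000 nt 3 passed for Mei2. With every overlapping gene, 33 genes were shared, and 2 lists passed for Mei2 and 2 for Msa1. The cause was not tested. In the first 33.3% of the gene the Mei2 share was 32.8%, above its uniform placement and so reversed in direction (permutation p = 0.425), and the Msa1 share was 44.0% and passed the threshold (p = 0.00057); the cause was not tested. Settings requiring strand were not run, since the lists carry none, and longest overlap on either strand became the assignment used. The first 33.3% was not run for the difference in mean midpoint, which has no such limit; that difference ran from 5.26 to 18.9 points and did not pass under any setting run. Leaving out mitochondrial peaks could change only the Msa1 count, to 137, since the Mei2 list has none and mitochondrial peaks were not assigned to genes. Leaving out meiRNA changed nothing in the Mei2 motif test, which did not use that peak. Such settings, fixed in advance, are among the 61 that kept the result. Depth limits many peaks: 59 Mei2 and 64 Msa1 peaks rest on fewer than 3 untagged tags.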

Other observations

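The tests of explanations below were chosen after the results had been seen.

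Beside nc-tgp1, another long non-coding RNA with peaks in both lists was SPNCRNA.1626, chosen after its values were seen. One Mei2 peak on it lay at chromosome II 3630847 to 3631047 with 10.4-fold (the untagged library had 1 tag, and the interval began at 1.40). An Msa1 peak at 3627156 to 3627356 was 6.08-fold with a lower bound of 1.18, and another at 3628499 to 3628699 had 0.5 untagged tags. These peaks did not overlap one another, and the first Mei2 and Msa1 peaks were assigned to the overlapping genes SPBP8B7.32 and mbx2. Other non-coding RNAs, such as SPNCRNA.2443, SPNCRNA.4826, SPNCRNA.2945 and SPNCRNA.6211, had peaks in both lists that did overlap.

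The meiRNA peak in the Msa1 list, 12.5-fold over untagged, differs from the study's text, which describes meiRNA as not enriched with Msa1-TAP. The study based this on qRT-PCR of CLIP RNA as well as on CLIP-Seq, and the qRT-PCR, a separate assay, was not analysed here. Carry-over of tags from the Mei2-TAP library may account for the Msa1 peak and would need at least 2.37% of the Mei2-TAP excess, a lowest value because the Msa1 peak covers only part of the Mei2 peak. The rest of the Mei2 span had no Msa1 peak, and a fold under 4 there on its 65.5 untagged tags sets the highest ratio at 5.26% (counting interval 4.53 to 6.11), so carry-over stays open. More meiRNA in the Msa1-TAP cells than in the untagged cells also stays open, since 0 of 26 other early meiotic genes had an Msa1 peak and those RNAs may lie below this depth. Binding of meiRNA by Msa1, directly or through another protein, was not tested.

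For the 18 shared peaks, carry-over at the upper end of that interval is argued against at snR30 and near SPNCRNA.6761, by counting error alone. Msa1-TAP held 113 and 121.5 tags there, against 27.4 and 37.5 predicted from untagged and carried tags. The highest p was 1.58e-05 (exact tail of the predicted counts, corrected for every window of the genome). The Msa1 peak near SPNCRNA.6761 overlapped no annotated gene, so its tags do not show recovery of that RNA with Msa1. At the other 15 peaks outside meiRNA the lowest corrected p was 1. Of these, SPACUNK4.17 held 35 tags against 41.8 predicted (exact tail, uncorrected p = 0.863). The rest held more tags than predicted, with uncorrected p from 2.17e-05 to 0.0277 by the same tail. Uncorrected values do not allow for the choice of peaks from every window. Carry-over, with or without chance in the untagged counts, therefore stays open at these 15. Unrelated positions on the same abundant RNAs are also argued against, since 16 of 20 peaks inside the 18 genes named in both lists overlapped, against 8.41 for random positions in those genes (one-sided permutation p = 0.00020). For the weak peaks, low counts by chance in the shared untagged library cannot be told apart from shared recovery, whether specific or not. A loose upper bound gave 139 windows called in both lists, and such windows would fall at the same position in both. The same bound gave 485 windows called for Mei2 and 1513 for Msa1, more than either list holds, so it is too loose to set a share. Mmi1 motifs over whole peaks, with meiRNA read on the sme2 strand, were 2.94 per kb under shared and 1.52 under unshared Mei2 peaks (two-sided permutation p = 0.161), and 1.34 under shared peaks without meiRNA, which leaves a link of shared recovery to the motif open.

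Mei2 midpoints showed no excess in the first 50% of genes, at 46.4%. Assignment without strand could hide one, but among the 51 peaks over genes on 1 strand the share was 43.1% (exact interval 29.3 to 57.8), too wide to decide. Weak peaks may hide a preference of the strongest peaks, where the share was 61.1% of 18 against 43.9% of the other 107 (Fisher's exact test, two-sided p = 0.207). The study measured enrichment along whole RNAs rather than peak midpoints, and that measure was not analysed here. By it, the study described a higher 5′ share for Mei2 than for Msa1. Midpoints here had the opposite order, with 46.4% for Mei2 and 57.5% for Msa1 in the first 50% of genes. The difference in mean midpoint did not pass (two-sided permutation p = 0.0546).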
